A study of Mus musculus with 12 samples. Its data were reported in "Dissection of artifactual and confounding glial signatures by single-cell sequencing of mouse and human brain" (2022).

How the data were processed

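The study compared ways of taking the adult mouse brain apart into single cells before sequencing. Myeloid cells, which are mostly microglia (the resident macrophages of the brain), were sorted as CD45- and CD11b-positive cells from the whole brains of 12 male C57BL/6J mice, an inbred laboratory strain, at postnatal day 90. Per the labels, 6 brains were broken up by cold Dounce homogenization, a mechanical method in which tissue is pressed through a narrow gap by a glass pestle, and 6 by enzymatic digestion, which is carried out warm. Within each method, 3 preparations contained inhibitors of transcription and translation and 3 did not. The groups keep the names DNC-NONE, DNC-INHIB, ENZ-NONE and ENZ-INHIB, and each library comes from 1 animal. The labels also place each library in 1 of 2 batches. Batch 1 holds DNC-NONE replicates 1 and 2, DNC-INHIB replicate 4, ENZ-NONE replicates 4 and 5 and ENZ-INHIB replicate 1, and batch 2 holds the other 6 libraries.

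Libraries were made with a 10X Genomics droplet kit for counting transcripts at their 3' ends, in which every captured molecule carries a cell barcode and a unique molecular identifier (UMI). The values the authors deposited are UMI counts per gene and cell, made with Cell Ranger against its mm10 mouse reference, with the barcodes it called as cells, 1 matrix per animal, without normalization and before the study's own cell filters. Collapsing reads to UMIs removes PCR copies, so a count stands for a captured molecule and intervals printed here cover counting error alone. Reads that fit several genes equally well are not counted by that software, which can lower the counts of near-identical genes. Counts of histone genes and of the pair Hspa1a and Hspa1b are therefore uncertain. Whether antisense reads were kept apart is not stated in the labels. Of the 37 genes given with a position, 13 overlap another annotated gene, and Cx3cr1 overlaps others on its own strand; their counts carry the same uncertainty. Gm42418 resembles ribosomal RNA and overlaps AY036118.

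The 12 matrices list 31053 genes, of which 31011 (99.9%) were matched by Ensembl identifier to the GENCODE annotation of GRCm38, the assembly also called mm10. Of the 9882 genes tested, 9880 were matched. Positions are 1-based. Symbols shared by several identifiers (35) were kept apart by identifier.

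The deposited matrices hold 28426 cells and 33742845 UMIs, between 2118143 and 3654465 UMIs per library. Cells were kept with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs, which 18830 cells passed. The UMI minimum failed 9575 cells, the gene minimum 4887 and the mitochondrial limit 44. A cell with at least 3 genes and 5 UMIs from a marker list of neurons, glia, vessels, choroid plexus or red blood cells was taken for a doublet. This rule removed 4 cells (0.0212%), too few for it to have worked as a doublet caller, so the 18826 cells kept (66.2%; 26845321 UMIs) still hold most doublets. Removing the 360 cells with the highest Scrublet scores in addition was an alternative. Per group, 3709 of 7797 deposited cells were left out in DNC-NONE, 2271 of 7951 in DNC-INHIB, 1979 of 6415 in ENZ-NONE and 1641 of 6263 in ENZ-INHIB. Kept cells per library ran from 853 to 2185 and their UMI sums from 1059783 to 3233159. The chi-square of replicate pairs over genes was 1.55 to 6.06 per degree of freedom, so replicates did not agree within sampling noise and each counted as 1 replicate.

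Clusters were made by the Leiden method at resolution 1 on a shared-neighbour graph (20 neighbours, 30 principal components, 2000 variable genes). The 19 and 25 genes of the study's activation lists were left out beforehand. Mitochondrial, ribosomal protein and histone genes, Malat1 and Gm42418 were also left out, a choice made when the clustering was written and not among those fixed in advance. Names came from marker lists fixed in advance and need at least 3 detected markers. Shares per animal come from these classes, and macrophage-like means border macrophage-like plus monocyte-like. Names rebuilt in this way can differ from the study's.

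The study's 19-gene list, called allcns19 here, was taken from its supplementary list for its separate experiment on unsorted brain cells of other mice, which is 1 gene longer than the number in its text. A cell was called signature-positive when it held UMIs of at least 4 of these 19 genes after random thinning to 1000 UMIs, which removes differences in depth between cells. Shares of single libraries carry 95% exact Clopper-Pearson intervals. Free RNA in droplets can give UMIs to cells that do not express a gene. No sorted cell type is known to lack these genes, so the background share was not estimated. Per-animal values were compared by exact permutation of the differences in group means, two-sided, with p equal to 2 times the smaller tail. ENZ-NONE was set against the other 9 animals (220 splits), within batch (90 splits), and groups were compared in pairs (20 assignments, where p cannot fall below 0.1). An earlier run took the two-sided p from the absolute difference. It was replaced after its p-values had been seen, because it did not match the definition used by scipy, and it is kept among the alternatives. A linear model of the logit share with batch, fitted with limma without moderation, was another.

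For gene tests, the counts of all kept cells of an animal were summed. edgeR's quasi-likelihood test (robust, TMM scaling, filterByExpr) was fitted to the 4 group means of all 12 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.58. All 6 contrasts between pairs of groups and the interaction of digestion with inhibitors were tested over 9882 genes each. Standard errors (SE) are the absolute log2 fold change divided by the square root of the F statistic. Levels of single genes are given as CPM, a gene's UMIs over the library size as scaled for the gene tests, times the usual constant. Summed levels of several genes are over all kept UMIs of the library, without that scaling. Consensus genes are those called higher in ENZ-NONE against all 3 other groups. Gene lists were tested with fry, a rotation test in limma, with adjustment over 28 tests. Besides allcns19 they were myeloid25 (the study's list chosen on these same samples), identity18 (its microglial identity genes) and unstable20 (short-lived transcripts chosen for this purpose), of which 17, 25, 18 and 17 genes were tested. The activation lists share 10 genes.

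Genes are named by a rule with 3 parts. The first holds Fos, Jun, Dusp1, Hspa1a, Zfp36, Ccl3, Ccl4, Nfkbiz, Nfkbid, Hist1h1d, Hist1h2ac, Tmem119, P2ry12 and Cx3cr1. The second is the 10 consensus genes with the highest mean log2 fold change and a mean of at least 5 CPM. The third is up to 5 called genes per direction of at least 5 CPM for each remaining contrast. Some genes that meet the rule are not reported here. Other genes named were chosen after their values were seen: the consensus genes on neither list, the cluster-leading genes and the genes of the heat shock sum. The groups, cell filters, markers, gene lists, tests, gene rule and most alternatives were chosen before the data were examined. The looser cell filter (at least 300 genes and 500 UMIs), the definition of the permutation p in use, the gene list tests on thinned library sums and the comparison of cells of like depth (1000 to 1500 UMIs) were chosen afterwards. A gene at 0 in a whole group is given as a lower bound against a floor of 3 counts.

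The alternatives chosen in advance were DESeq2 in place of edgeR (its adjusted p was missing for 3 genes per contrast), DESeq2 size factors, no low-count filter, batch as a covariate, only the libraries of the groups compared, microglia-like cells only, all deposited cells, other doublet treatment, library sums thinned to 1059783 UMIs, camera in place of fry, other thresholds and resolutions, the replicate number as a block, and leaving out each library in turn. Changing to DESeq2 size factors shifted the median log2 fold change of all genes by -0.00341 in ENZ-INHIB vs DNC-NONE and by less in size in the other contrasts.

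The gene tests were tested on simulated counts drawn from these libraries' means. The shares recovered hold only for the sizes of change that were simulated, and recovery of smaller changes was not measured. edgeR recovered 85.0% of the changed genes in ENZ-NONE vs ENZ-INHIB (9756 genes tested) and in ENZ-INHIB vs DNC-INHIB (9762), and 89.4% in ENZ-NONE vs DNC-INHIB (9775), with the other pairs between. Among its calls, 2.81% were false in ENZ-NONE vs DNC-NONE (9768 genes) and 5.03% in ENZ-NONE vs ENZ-INHIB. For the interaction (9764 genes) it recovered 73.9% and 8.70% of calls were false, above the nominal level. A further 20 simulations without any change served as reference for the overlap of comparisons that share the ENZ-NONE libraries.

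Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2 and scikit-learn 1.9.0, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.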

Results

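Single-cell UMI counts were available for sorted brain myeloid cells of 12 mice, with n = 3 animals in each of DNC-NONE, DNC-INHIB, ENZ-NONE and ENZ-INHIB. The deposited UMI totals were 3051627, 2259870 and 2834275 for DNC-NONE replicates 1, 2 and 3, and 2796855, 3237117 and 3654465 for DNC-INHIB replicates 4, 5 and 6. They were 2681526, 2118143 and 2957296 for ENZ-NONE replicates 4, 5 and 6, and 2500723, 2846874 and 2804074 for ENZ-INHIB replicates 1, 2 and 3. After filtering, 18826 cells were kept. DNC-NONE replicate 2 had the fewest cells (853, median 1153 UMIs per cell) and DNC-INHIB replicate 6 the most (2185, median 1408 UMIs).

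The kept cells fell into 12 clusters. Of these, 7 were microglia-like and held 5083, 4796, 3237, 2033, 1338, 1064 and 418 cells. The others were an interferon-responsive-like cluster of 322 cells, a border macrophage-like cluster of 312 cells in which H2-Aa and Cd74 were also among the leading genes, a monocyte-like cluster of 132 cells, an unnamed cluster of 60 cells led by Cd209a and a proliferating-like cluster of 31 cells. The microglia-like cluster of 1064 cells was led by Fos, Dusp1, Adamts1 and Ccl4, and 706 of its cells (66.4%) came from ENZ-NONE replicate 6. It held 40.4% of the cells of that library, 9.95% of those of DNC-NONE replicate 1, 3.01% of those of ENZ-INHIB replicate 1, and 2.10% and 2.77% of those of ENZ-NONE replicates 4 and 5. The clustering left out the genes of both activation lists, so membership of this cluster does not measure the signature. By the signature share described next, 28.5% and 27.5% of the cells of ENZ-NONE replicates 4 and 5 were positive.

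The first question was whether digestion without inhibitors left an activation signature in single cells. After thinning every cell to 1000 UMIs, the share of signature-positive cells was 38.0% ± 17.4 (SD, n = 3) in ENZ-NONE, 3.72% ± 4.61 (SD, n = 3) in DNC-NONE, 1.13% ± 0.330 (SD, n = 3) in DNC-INHIB and 0.686% ± 0.286 (SD, n = 3) in ENZ-INHIB. In ENZ-NONE replicates 4, 5 and 6 the shares were 28.5% (95% interval 26.2 to 30.8), 27.5% (24.9 to 30.2) and 58.1% (55.7 to 60.4). DNC-NONE replicate 1 had 9.03% (7.76 to 10.4) against 0.703% (0.259 to 1.52) and 1.43% (0.877 to 2.20) in replicates 2 and 3. The mean of the 3 ENZ-NONE libraries exceeded that of the other 9 (1.84% ± 2.72, SD) by 36.2 percentage points (two-sided exact permutation p 0.00909, the smallest that the 220 splits allow). Permuting within batch gave an exact p of 0.0222. In batch 1 the mean share was 28.0% in ENZ-NONE, 4.87% in DNC-NONE, 1.17% in DNC-INHIB and 0.882% in ENZ-INHIB, and in batch 2 these were 58.1%, 1.43%, 1.11% and 0.589%. Some of these batch values rest on a single library. Without thinning, the shares were 46.6% ± 18.4 (SD, n = 3) in ENZ-NONE and 3.94% ± 5.05 (SD) in the other 9 libraries, a difference of 42.7 points. Counting cells thinned to 2000 UMIs moved the difference up most, to 52.0 points, but kept only the 33 to 224 deepest cells of a library, and a looser cell filter with thinning to 500 UMIs moved it down most, to 22.3 points. Leaving out single libraries gave differences of 26.1 to 41.4 points.

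**Figure D1:**
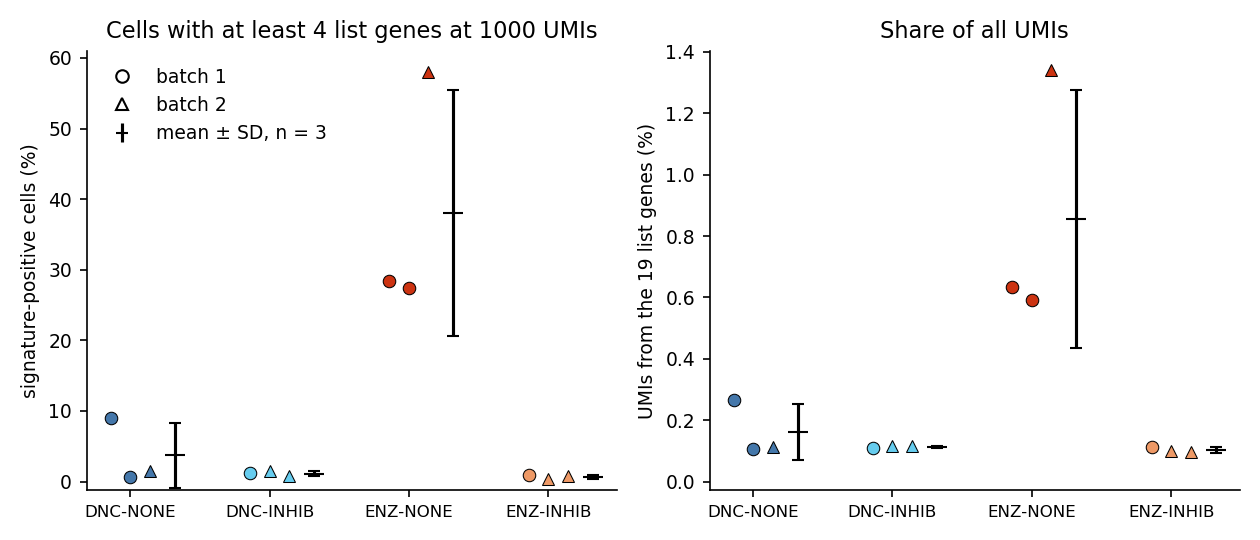
Percentage of signature-positive cells at 1000 UMIs per cell (left) and percentage of all UMIs from the 19 list genes (right) for each library, with circles for batch 1, triangles for batch 2 and bars for the mean ± SD (n = 3). The ENZ-NONE libraries sit between 27.5% and 58.1% positive cells, above DNC-NONE replicate 1 at 9.03%.

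Set against the single groups, ENZ-NONE was higher by 34.3 points than DNC-NONE, by 36.9 than DNC-INHIB and by 37.3 than ENZ-INHIB. Each of these pairs had a two-sided exact permutation p of 0.1, the smallest possible with 3 animals against 3. Among the other pairs, the share in DNC-NONE minus that in DNC-INHIB was 2.59 points (exact p 0.7). ENZ-INHIB minus DNC-NONE was -3.03 points (exact p 0.3), and ENZ-INHIB minus DNC-INHIB was -0.440 points (exact p 0.3). With thinning to 2000 UMIs, which left 33 to 89 cells per DNC-NONE library, these differences were 9.96 points (exact p 0.1, the smallest possible), -12.7 points (exact p 0.1) and -2.75 points (exact p 0.2). Without thinning the last of them changed sign, to 0.113 points (exact p 0.7), as it did with the looser cell filter (0.0758 points, exact p 0.3). With microglia-like cells only, ENZ-INHIB minus DNC-NONE was -3.33 points and ENZ-INHIB minus DNC-INHIB was -0.589 points (exact p 0.1 each, the smallest possible). Without doublet removal they were -2.94 and -0.484 points (exact p 0.1 each), so the p-values of these pairs depended on the setting.

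The same question was asked of all UMIs of a library, which needs no threshold per cell. The share of UMIs from the 19 genes was 0.855% ± 0.421 (SD, n = 3) in ENZ-NONE, 0.161% ± 0.0912 (SD, n = 3) in DNC-NONE, 0.114% ± 0.00316 (SD, n = 3) in DNC-INHIB and 0.103% ± 0.00966 (SD, n = 3) in ENZ-INHIB. ENZ-NONE exceeded the other 9 libraries (0.126% ± 0.0531, SD) by 0.729 points (two-sided exact permutation p 0.00909, and 0.0222 within batch). Within batches 1 and 2 the ENZ-NONE share was 0.612% and 1.34%, against 0.185% and 0.112% in DNC-NONE, 0.110% and 0.116% in DNC-INHIB, and 0.114% and 0.0974% in ENZ-INHIB. Counting the 25 genes of myeloid25 instead moved the difference most, to 1.10 points. The range without single libraries was 0.486 to 0.861 points, the lowest without ENZ-NONE replicate 6.

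Macrophage-like cells were compared to see whether the preparation changes which cells are recovered. Their share was 3.88% ± 1.62 (SD, n = 3) in DNC-NONE, 1.85% ± 0.491 (SD, n = 3) in DNC-INHIB, 2.10% ± 0.859 (SD, n = 3) in ENZ-NONE and 1.99% ± 0.258 (SD, n = 3) in ENZ-INHIB. The difference of ENZ-NONE from the other 9 libraries was -0.475 points (two-sided exact permutation p 0.691, and 0.689 within batch), less than the spread between animals. It changed sign, to 0.0508 points, with the looser cell filter. The share was 1.60% in batch 1 and 3.09% in batch 2 for ENZ-NONE, and 4.61% and 2.44% for DNC-NONE, so these groups changed order between batches. The largest pair difference was DNC-NONE minus DNC-INHIB at 2.04 points (exact p 0.1, the smallest possible). Within the macrophage-like cells, 1.48% ± 0.448 (SD, n = 3) of UMIs came from the 19 genes in ENZ-NONE against 0.114% ± 0.0521 (SD) in the other 9 libraries. That difference of 1.36 points (two-sided exact permutation p 0.00909, and 0.0222 within batch) rests on 18 to 54 cells per ENZ-NONE library. The mean was 1.48% in each batch for ENZ-NONE. In microglia-like cells the shares were 0.841% ± 0.431 (SD, n = 3) and 0.127% ± 0.0539 (SD).

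Gene expression was then compared between whole-library sums, first asking what digestion without inhibitors changes against each other preparation. Of 9882 genes, 46 were called in ENZ-NONE vs DNC-NONE (26 higher and 20 lower in ENZ-NONE), 73 in ENZ-NONE vs DNC-INHIB (35 higher, 38 lower) and 29 in ENZ-NONE vs ENZ-INHIB (29 higher, 0 lower). At an unadjusted p under 0.05 there were 817, 925 and 488 genes. If no gene changed, a share of about 0.05 of the 9882 genes would fall under that limit in any contrast. Such unadjusted counts are therefore no counts of changed genes. Testing without the low-count filter moved the counts of called genes most, to 103, 142 and 60. The median SE of a log2 fold change was 0.170 to 0.185 in the pair comparisons. With batch as a covariate, 46 of the 46, 73 of the 73 and 27 of the 29 genes stayed called. The ENZ-NONE vs DNC-NONE count was 29 without DNC-NONE replicate 2. The count against DNC-INHIB was 46 without DNC-INHIB replicate 5 and also without replicate 6. The count against ENZ-INHIB was 14, 16 and 15 without ENZ-INHIB replicates 1, 2 and 3. Of the calls against DNC-INHIB, 47.9% were higher in ENZ-NONE, and this share was 67.6% with DESeq2 (46 higher, 22 lower) and 59.5% with thinned library sums (25 higher, 17 lower). Against DNC-NONE it was 56.5%. It was 70.0% there with thinned sums (21 higher, 9 lower), 40.8% without the low-count filter (42 higher, 61 lower), 49.2% with the looser cell filter (32 higher, 33 lower) and 47.8% without ENZ-NONE replicate 6 (32 higher, 35 lower), so which direction held more calls depended on these choices.

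In all 3 comparisons 22 genes were called higher in ENZ-NONE and 0 lower, out of 38 called higher in at least 1. In 20 simulations without any change no gene was called in all 3 comparisons. The mean correlation of log2 fold changes across genes between these comparisons, which share their ENZ-NONE libraries, was 0.71, against a mean of 0.49 and a highest value of 0.54 in the simulations. Genes are not independent replicates. The share of genes with the same sign in all 3 was 49.97% against 50.2% in the simulations, no more than sharing the libraries gives. Of the 22 genes, 6 are in allcns19, 16 in myeloid25, which the study chose on these samples, and 4 in neither. Those 4, chosen after their values were seen, are Hist1h2bg, Egr2, Ppp1r15a and Tmx4, with mean log2 fold changes of 3.56, 2.56, 1.04 and 0.85. Of the 12 fits without a library, these genes left the consensus in 6, 5, 10 and 5. Without ENZ-INHIB replicate 1 or 3 the count was 13, and without ENZ-INHIB replicate 2 it was 14.

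Among the consensus genes, the highest mean log2 fold change belonged to the heat shock gene Hspa1a (ENSMUSG00000091971, GRCm38 chromosome 17, 34969190 to 34972156, minus strand). Its level was 803 CPM ± 364 (SD, n = 3) in ENZ-NONE against 3.26 ± 3.41 in DNC-NONE, 11.8 ± 6.22 in DNC-INHIB and 5.70 ± 2.30 in ENZ-INHIB. Its log2 fold change was 7.63 vs DNC-NONE (SE 0.69, adjusted p 0.00198), 6.14 vs DNC-INHIB (SE 0.57, adjusted p 0.00147) and 7.08 vs ENZ-INHIB (SE 0.63, adjusted p 0.00209). Counts of Hspa1a and its near-identical neighbour Hspa1b, whose log2 fold changes were 6.62, 5.91 and 5.89, are uncertain for the sharing of reads. Dusp1 (ENSMUSG00000024190, chromosome 17, 26505590 to 26562128, minus strand) rose to 669 CPM ± 521 (SD, n = 3) from 7.34 ± 6.86 in DNC-NONE, with log2 fold changes of 6.30, 6.83 and 6.55 against DNC-NONE, DNC-INHIB and ENZ-INHIB (adjusted p 0.0110, 0.00471 and 0.0147). Against DNC-NONE the call was lost without DNC-NONE replicate 2 (adjusted p 0.0733) and also without replicate 3. The linker histone gene Hist1h1c (ENSMUSG00000036181, chromosome 13, 23738808 to 23740367, plus strand) had 217 CPM ± 27.6 (SD, n = 3) in ENZ-NONE against 46.7 ± 7.58, 51.2 ± 1.36 and 37.4 ± 10.2 in DNC-NONE, DNC-INHIB and ENZ-INHIB. Its log2 fold changes were 2.21, 2.08 and 2.53 (SE 0.15, 0.14 and 0.14) with adjusted p of 3.77e-09, 3.38e-09 and 1.8e-10. Rgs1 (ENSMUSG00000026358, chromosome 1, 144242296 to 144249242, minus strand) had 105 CPM ± 27.8 (SD, n = 3) against 24.2 ± 3.02, 25.8 ± 2.36 and 29.0 ± 5.64, with log2 fold changes of 2.10, 2.04 and 1.86. Other genes of the naming rule were Jund (2.45, 2.84 and 2.80), Egr1 (3.93, 5.48 and 5.65), Ccl3 (3.16, 3.78 and 4.17), Hist1h4i (2.41, 2.40 and 2.79) and Nfkbid (1.90, 2.10 and 1.57), in log2 fold change against DNC-NONE, DNC-INHIB and ENZ-INHIB. Against DNC-NONE, leaving out any 1 DNC-NONE library removed the calls of Ccl3 (adjusted p up to 0.162) and Egr1 (up to 0.177), and Egr1 also lost its call without ENZ-NONE replicate 4. Dusp1, Egr1, Ccl3 and Nfkbid left the consensus in each of the 3 fits without an ENZ-INHIB library, and Egr1 and Ccl3 in each of the 3 without a DNC-INHIB library. Nfkbid also left it without ENZ-NONE replicate 6.

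**Figure D2:**
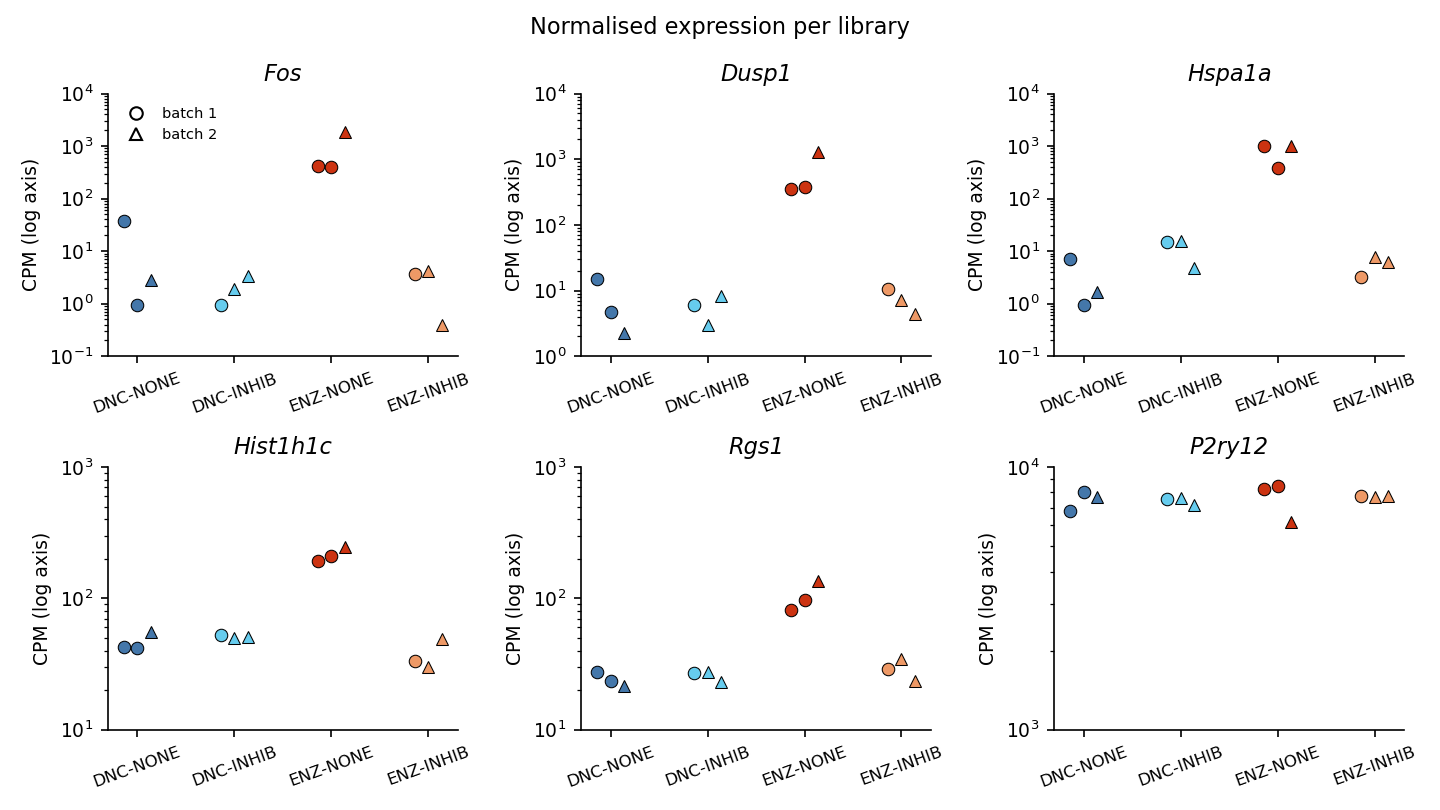
Level of 6 genes in each library in CPM on log axes, with circles for batch 1 and triangles for batch 2. Hist1h1c averaged 217 CPM in ENZ-NONE against 46.7 in DNC-NONE, while P2ry12 averaged 7618 against 7507.

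Several genes named in advance were not called in every comparison. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273, plus strand) had 888 CPM ± 836 (SD, n = 3) in ENZ-NONE, 13.6 ± 20.3 in DNC-NONE, 2.09 ± 1.26 in DNC-INHIB and 2.76 ± 2.06 in ENZ-INHIB. Its log2 fold change was 8.60 vs DNC-INHIB (SE 1.22, adjusted p 0.0165) and 8.34 vs ENZ-INHIB (SE 1.21, adjusted p 0.0343). Against DNC-NONE it was 5.71 (SE 0.97) and not called (adjusted p 0.0596), and it was called without ENZ-NONE replicate 6 (4.53, adjusted p 0.0226). Jun and Zfp36 were called against DNC-INHIB (3.74 and 3.25) and ENZ-INHIB (3.83 and 3.40) but not against DNC-NONE (2.59, adjusted p 0.107, and 2.83, adjusted p 0.0587). Jun was called there without DNC-NONE replicate 1 (3.47, adjusted p 0.00533) and Zfp36 without ENZ-NONE replicate 6 (2.19, adjusted p 0.0179). Ccl4 (3.47, 3.21 and 4.02) and Nfkbiz (2.38, 2.32 and 1.82) were called in none of the 3 comparisons with all libraries. Against DNC-NONE, Ccl4 was called without ENZ-NONE replicate 6 (2.43, adjusted p 0.0468), and Nfkbiz without ENZ-NONE replicate 4 (2.71, adjusted p 0.00698) or 6 (1.55). Hist1h1d had 115 UMIs in ENZ-NONE and 0 in DNC-INHIB and ENZ-INHIB, at least 47.4-fold and at least 42.1-fold higher. Against DNC-NONE, with 8 UMIs, its log2 fold change was 3.61 (SE 0.55, adjusted p 0.00339), and the call was lost without DNC-NONE replicate 2 (adjusted p 0.0609). Hist1h2ac did not differ from DNC-NONE (-0.14, SE 0.83, adjusted p 0.992). Leaving out DNC-NONE replicate 1, which held 32.7 CPM of it, gave 2.44, and leaving out ENZ-NONE replicate 6 gave 0.17, neither called. The microglial genes Tmem119, P2ry12 and Cx3cr1 had log2 fold changes of 0.14, 0.02 and 0.09 vs DNC-NONE, and none was called in any of the 6 pair comparisons. P2ry12 changed sign, uncalled, to -0.04 without DNC-NONE replicate 1, to -0.04 without ENZ-NONE replicate 4 and to -0.06 without ENZ-NONE replicate 5.

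Whether inhibitors by themselves change expression was asked of the Dounce preparations. In DNC-NONE vs DNC-INHIB 0 genes were called, with 435 at an unadjusted p under 0.05. The smallest adjusted p was 0.147, of Hist1h4d (ENSMUSG00000061482, chromosome 13, 23581598 to 23582735, plus strand; log2 fold change 3.33). In simulated libraries of this size, 85.5% of the changed genes were recovered in this comparison. That share holds only for the sizes of change that were simulated. Recovery of smaller changes was not measured, so smaller effects of the inhibitors are not excluded. Leaving out any 1 DNC-NONE library gave 1 called gene. Without the low-count filter the count moved most, to 19.

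The effect of digestion in the presence of inhibitors was asked with ENZ-INHIB vs DNC-INHIB, in which 20 genes were called (1 higher and 19 lower in ENZ-INHIB; 838 at an unadjusted p under 0.05). Without the low-count filter this count was 67 and with thinned library sums 5 (2 higher, 3 lower). It was 8, 7, 5 and 10 without DNC-INHIB replicate 5, DNC-INHIB replicate 6, ENZ-INHIB replicate 2 and ENZ-INHIB replicate 3. The gene higher in ENZ-INHIB was Gm42418 (ENSMUSG00000098178, chromosome 17, 39846958 to 39848788, plus strand), annotated as a lincRNA and resembling ribosomal RNA. It had 69.3 CPM ± 8.85 (SD, n = 3) against 32.4 ± 2.28, a log2 fold change of 1.10 (SE 0.13, adjusted p 8.32e-05). The lincRNA gene Mir142hg (ENSMUSG00000084796, chromosome 11, 87755577 to 87757270, plus strand) fell to 2.74 CPM ± 1.73 (SD, n = 3) from 15.7 ± 1.46, with a log2 fold change of -2.57 (SE 0.38, adjusted p 0.000798). Gm20045 had -1.37 (SE 0.20, adjusted p 0.000798), and these 3 genes stayed called whichever library was left out. Gm26690, whose count is uncertain as for other overlapping genes, had -2.18 (SE 0.35, adjusted p 0.00273), Mthfd2l -1.35 (adjusted p 0.0212) and Fxyd4 -1.81 (adjusted p 0.0401). Gm26690 and Mthfd2l lost their call in at least 1 of the fits without a library (adjusted p up to 0.0626 and 0.175), and Fxyd4 in all 6 (0.0645 to 0.225).

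ENZ-INHIB vs DNC-NONE asked how the inhibited digestion compares with the plain mechanical preparation. There were 17 called genes (1 higher, 16 lower; 1031 at an unadjusted p under 0.05), and 14 of the 17 stayed called with batch as a covariate. The count was 6, 28, 1 and 7 without DNC-NONE replicate 1, DNC-NONE replicate 3, ENZ-INHIB replicate 2 and ENZ-INHIB replicate 3. Gm42418 was higher (0.89, SE 0.14, adjusted p 0.00366). Hist1h4d was lower (-4.10, SE 0.66, adjusted p 0.00752), as were Pclaf (-2.52), Gm26690 (-2.31), Gas7 (-2.21) and Mir142hg (-2.13). All 6 of these genes lost the call in at least 1 fit without a library, with highest adjusted p of 0.0532 for Gm42418, 0.118 for Hist1h4d, 0.177 for Pclaf, 0.0532 for Gm26690, 0.238 for Gas7 and 0.186 for Mir142hg. Pclaf was among the leading genes of the proliferating-like cluster, which held a mean of 0.327% of cells in DNC-NONE and 0.0689% in ENZ-INHIB. Cell composition and expression therefore cannot be told apart for it. Pclaf and Gas7 had 11.9 and 16.3 CPM in DNC-NONE but were also low in DNC-INHIB (4.31 and 4.75) and ENZ-NONE (3.73 and 4.95).

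The interaction of digestion with inhibitors asks whether the change on digestion differs when inhibitors are absent. It had 6 called genes, each changing more upward on digestion without inhibitors than with them (324 at an unadjusted p under 0.05, median SE 0.252). DESeq2 called 17, the alternative that moved this count most. Among them were Hist1h1c (2.65, SE 0.22, adjusted p 2.03e-07), Hist1h2bc (1.72, SE 0.18, adjusted p 2.29e-06), Rgs1 (1.93, SE 0.28, adjusted p 0.00356), Hsp90aa1 (2.15, SE 0.28, adjusted p 0.0150) and Rhob, on a log2 scale. The call of Hsp90aa1 was lost without any 1 DNC-NONE library, DNC-INHIB replicate 4 or 5, or ENZ-INHIB replicate 2 (adjusted p up to 0.147). Without ENZ-NONE replicate 5 the count was 10. Of the 6 genes, 5 were also consensus genes. With inhibitors, Hist1h1c averaged 37.4 CPM in ENZ-INHIB against 51.2 in DNC-INHIB, Hist1h2bc 86.1 against 91.9 and Hsp90aa1 131 against 152. Rgs1 went the other way, with 29.0 against 25.8. For Hist1h1c, Hist1h2bc and Hsp90aa1 the interaction therefore includes a lower mean after digestion with inhibitors.

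As lists, the 17 tested genes of allcns19 had median log2 fold changes of 2.59, 3.58 and 3.40 in ENZ-NONE vs DNC-NONE, DNC-INHIB and ENZ-INHIB (fry adjusted p 0.000886 in each). Over all genes 6, 12 and 12 of them were called, and 14, 17 and 17 adjusted over the list alone. Hist1h1d is in this list and lay above these medians at its lower bound too. For myeloid25 the medians were 2.59, 3.01 and 2.80 (adjusted p 0.000355 in each), with 16, 20 and 20 genes called over all genes and 25, 25 and 25 adjusted over the list alone. The latter is not independent evidence, since the list was chosen on these samples. The interaction medians were 2.39 for allcns19 (adjusted p 0.0108; 1 gene called, 8 adjusted over the list alone) and 2.67 for myeloid25 (adjusted p 0.000886; 5 called, 20 adjusted over the list alone). Neither list passed in the 3 comparisons without ENZ-NONE. For allcns19 the adjusted p was 0.541 in DNC-NONE vs DNC-INHIB (median 0.53), 0.506 in ENZ-INHIB vs DNC-NONE (median -0.59) and 0.973 in ENZ-INHIB vs DNC-INHIB. The 18 identity genes passed in none of the 7 contrasts, but with batch as a covariate they passed in 4 (adjusted p 0.00289 in ENZ-NONE vs DNC-NONE, 0.0110 in ENZ-NONE vs DNC-INHIB, 0.0158 in ENZ-INHIB vs DNC-INHIB and 0.00508 in ENZ-INHIB vs DNC-NONE). Without batch their median was 0.10 in ENZ-NONE vs DNC-NONE (adjusted p 0.159) and 0.12 in ENZ-INHIB vs DNC-NONE (adjusted p 0.0691). The short-lived transcripts of unstable20 also passed in none, with a median of 0.44 in ENZ-NONE vs DNC-NONE (adjusted p 0.431) and -0.09 in ENZ-INHIB vs DNC-INHIB (adjusted p 0.822). With camera in place of fry, all 8 calls that fry made for allcns19 and myeloid25 held, and 8 further calls were made, of which none holds under fry without batch and 2, both of identity18, hold under fry with batch as a covariate.

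**Figure D3:**
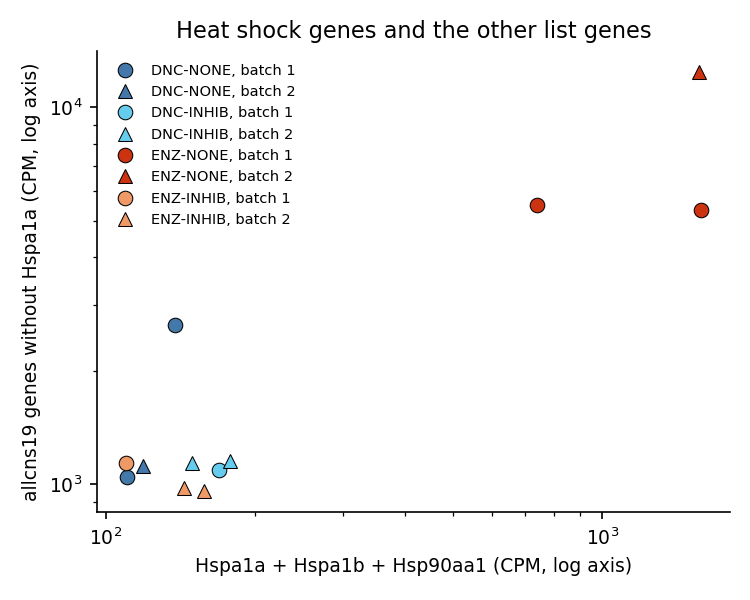
Summed level of the 19 list genes without Hspa1a against the summed level of Hspa1a, Hspa1b and Hsp90aa1 in each library, both in CPM on log axes, with circles for batch 1 and triangles for batch 2. DNC-NONE replicate 1 has 2654 CPM of the list genes, between ENZ-NONE and the other 8 libraries, but 138 CPM of the heat shock genes, within their range of 110 to 178.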

Values the study reported

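The study reported 19,563 cells from 12 mice after its own quality control, with n = 3 per condition. It reported no genes differing significantly between DNC-NONE and DNC-INHIB. In ENZ-NONE it reported a higher share of cells in its activated cluster and a lower share in its homeostatic cluster. For these it gave an FDR of at most 0.004 for ENZ-NONE against each of the other groups.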

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

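The fits with thinned library sums and with batch as a covariate were alternatives chosen in advance. Their use as tests of depth and batch for the called genes of the interaction was chosen only after its result was seen. The gene list tests on thinned library sums were also chosen afterwards, while the count over other splits was chosen beforehand.

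The change on digestion differed between preparations without and with inhibitors, by the test of the interaction itself. It called 6 genes, among them Hist1h1c, Hist1h2bc, Rgs1, Hsp90aa1 and Rhob, each changing more upward on digestion without inhibitors than with them. With inhibitors the means of Hist1h1c, Hist1h2bc and Hsp90aa1 were lower after digestion (Hist1h1c 37.4 CPM in ENZ-INHIB against 51.2 in DNC-INHIB). The activation lists also changed more upward without inhibitors, with fry adjusted p of 0.0108 for allcns19 and 0.000886 for myeloid25, the latter chosen by the study on these samples. No test of outlying libraries was made.

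Among technical explanations, uneven precision from library depth would need the calls to vanish once all library sums are thinned to the smallest, but 6 of the 6 genes remained called, and the adjusted p was 0.00935 for allcns19 and 0.00134 for myeloid25. Thinning leaves the fold changes alike in expectation, so this bears on precision alone. A batch effect would need them to vanish with batch as a covariate, and again 6 of the 6 remained, with adjusted p of 0.0110 and 0.000934 for the lists. Of 100 random assignments of the 12 libraries to groups of these sizes, the real one included, 3 gave at least 6 called genes. One of the others gave 167, so an arbitrary arrangement can yield a large count even though few do. In simulated libraries 8.70% of the interaction calls were false, so a false call among the 6 is possible. Reads shared between histone paralogs stay open for Hist1h1c and Hist1h2bc, since the sharing was not tested.

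The design gives a biological explanation: a response of living cells during digestion that the inhibitors prevent. It may account for the rise of these 6 genes without inhibitors and for the rise of the lists. The lower means with inhibitors given above are outside it. Neither uneven precision (difference in library depth between groups, 6 genes kept) nor the batch of the labels (6 genes kept) accounts for the calls and the lists. The biological explanation remains a hypothesis, because the inhibitors also entered at earlier steps and the time of the response was not measured.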

How the results depend on the processing

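The looser cell filter and the gene list tests on thinned library sums were chosen after seeing the data, and the other alternatives in advance. The definition of the permutation p used throughout replaced the absolute-difference form after p-values of those tests had been seen. Unless stated, the cause of a change was not tested.

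The higher signature share of ENZ-NONE kept its direction and its side of 0.05 under every alternative run, with differences from 22.3 to 52.0 points. When single libraries were left out, differences were 26.1 to 41.4 points and exact permutation p 0.0121 to 0.0364. ENZ-NONE stayed above every other library, so each of these p-values is the smallest possible with the libraries left. The absolute-difference form, run first, gave p 0.00455. A limma fit to the logit share with batch gave a coefficient of 3.86 (SE 0.613, 9 degrees of freedom, p 0.000142). Across the alternatives the UMI share differed by 0.714 points (the 19 genes, microglia-like cells only) to 1.10 points (the 25 genes of myeloid25 counted instead). The 19-gene UMI share differed by 0.486 to 0.861 points when libraries were left out. In macrophage-like cells that difference was 1.14 to 1.59 points when libraries were left out. The macrophage-like share reversed to 0.0508 points with the looser filter and was -0.971 to -0.0930 when libraries were left out, with no exact p under 0.05.

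Counts of called genes moved more. They ran from 29 to 67 genes for ENZ-NONE vs DNC-NONE across the fits that each left out 1 library, 46 to 69 vs DNC-INHIB, 14 to 33 vs ENZ-INHIB, 0 to 1 for DNC-NONE vs DNC-INHIB, 5 to 17 for ENZ-INHIB vs DNC-INHIB, 1 to 28 for ENZ-INHIB vs DNC-NONE, 4 to 10 for the interaction and 13 to 23 for the consensus. Without the low-count filter they were 103, 142, 60, 19, 67 and 108 in the order just given, and 16 for the interaction, with a consensus of 31 that kept the 22. With thinned library sums they were 30, 42, 18, 5 (ENZ-INHIB vs DNC-INHIB) and 9 (ENZ-INHIB vs DNC-NONE), with a consensus of 14, where fewer counts leave less power, and Hist1h2ac reversed to 0.22. With only the libraries of the groups compared, fewer samples estimate the dispersion. The counts were then 23 (ENZ-NONE vs DNC-NONE), 19 (vs ENZ-INHIB), 2 (DNC-NONE vs DNC-INHIB) and 51 (ENZ-INHIB vs DNC-INHIB), with a consensus of 9. DESeq2 gave 1 (DNC-NONE vs DNC-INHIB), 10 (ENZ-INHIB vs DNC-INHIB) and 17 (interaction), and Hist1h2ac reversed to 0.12. It shared 39 of the 46 calls, 53 of the 73 and 26 of the 29, and 17 of the 22 consensus genes. With batch as a covariate the counts were 57 (ENZ-NONE vs DNC-NONE), 104 (vs DNC-INHIB) and 31 (vs ENZ-INHIB). They were 1 (DNC-NONE vs DNC-INHIB), 36 (ENZ-INHIB vs DNC-INHIB), 21 (ENZ-INHIB vs DNC-NONE) and 10 (interaction) in the others. Microglia-like cells alone gave 1 gene in DNC-NONE vs DNC-INHIB, and the log2 fold change of P2ry12, ENZ-NONE vs DNC-NONE, reversed to -0.0270. All deposited cells gave 33 (ENZ-INHIB vs DNC-INHIB) and 27 (ENZ-INHIB vs DNC-NONE), and the looser filter 35 and 27. Taking the replicate number as a replicate block gave 90 in ENZ-INHIB vs DNC-NONE and 104 in ENZ-NONE vs DNC-INHIB. Correlations of replicates with the same number were -0.189 to 0.218. No reference from replicates with different numbers was computed, so these values show no pairing by number but cannot exclude it. When single libraries were left out, Hist1h2ac ranged from -0.64 to 2.44, reversed at 2.44 and 0.17, and P2ry12 ranged from -0.055 to 0.156, reversed at -0.043, -0.039 and -0.055.

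For gene lists, camera brought identity18 past 0.05 in ENZ-NONE vs DNC-NONE (0.0131) and ENZ-INHIB vs DNC-NONE (0.00111). It brought unstable20 past it in ENZ-NONE vs DNC-NONE (0.000548), DNC-INHIB (0.000813) and ENZ-INHIB (1.72e-07) and in the interaction (2.8e-05). It did so for allcns19 in DNC-NONE vs DNC-INHIB (0.00231) and ENZ-INHIB vs DNC-NONE (0.00773). None of these 8 holds under fry without batch, and camera assumes a preset correlation between genes. With batch in the model, fry brought identity18 past 0.05 in ENZ-NONE vs DNC-NONE (0.00289) and DNC-INHIB (0.011) and in ENZ-INHIB vs DNC-INHIB (0.0158) and DNC-NONE (0.00508), so 2 of the 8 hold with that model. With thinned library sums fry kept every list on its side of 0.05.

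Of 258 values of named genes with single libraries left out, 59 changed (48 weaker, 6 stronger, 5 reversed), and of 414 under other alternatives 38 changed (24 weaker, 11 stronger, 3 reversed). Of 108 differences in shares between pairs of groups, 50 moved by more than the spread between replicates.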

Other observations

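Tests chosen only after the result was seen are all those of DNC-NONE replicate 1, of ENZ-NONE replicate 6 and of the non-coding transcripts, the comparison restricted to cells of low mitochondrial share, and the comparisons restricted to cells of like depth (1000 to 1500 UMIs).

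Of the 10 splits of the 6 libraries in each pair comparison, 1 gave as many called genes as the real one in ENZ-NONE vs DNC-NONE, 1 vs DNC-INHIB, 1 vs ENZ-INHIB, 1 in ENZ-INHIB vs DNC-INHIB and 1 in ENZ-INHIB vs DNC-NONE, in each case the real split. The highest counts among the other splits were 12, 0, 4, 0 and 5. In DNC-NONE vs DNC-INHIB, with 0 called genes, 10 of the 10 did. With 10 splits no share under 0.1 can be reached. For the consensus, 1 of 100 assignments of the 12 libraries, the real one, gave at least 22 genes, and the highest other count was 3.

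Histone genes were higher in ENZ-NONE, with a summed level of 761 CPM ± 55.3 (SD, n = 3) against 306 ± 38.2 in the other 9 libraries (two-sided exact permutation p 0.00909). More cycling cells would raise 5 cycling genes too, but their sum differed by -12.7 CPM (exact p 0.0182), so it was lower in ENZ-NONE. A response of non-dividing cells may remain as an explanation, beside reads shared between histone paralogs and capture of histone transcripts that differs between preparations, neither of which was tested.

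A difference in UMIs per cell as the whole cause of the higher 19-gene UMI share in ENZ-NONE is argued against by cells of like depth, among which the share was 0.826% ± 0.389 (SD, n = 3) against 0.131% ± 0.0555 in the other 9 libraries. That is a difference of 0.695 points (two-sided exact permutation p 0.00909). Thinning library sums leaves such a share alike in expectation and decides nothing about depth. Batch is excluded as the whole cause, since the smaller of the gaps within batch between the lowest ENZ-NONE library and the highest other was 0.324 points. If dying cells carried the signature, positive cells would have a higher mitochondrial share than negative ones, but the largest of the 3 differences in median was -0.000800 points. Among cells of low mitochondrial share (up to the median of their library), positive cells still made up at least 27.5% in each ENZ-NONE library against at most 9.99% elsewhere.

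Whether a subset or all cells of ENZ-NONE responded was tested in its signature-negative cells, with the 15 myeloid25 genes outside allcns19. Their UMI share was 0.317% ± 0.00978 (SD, n = 3) against 0.145% ± 0.0126 in the other 9 libraries, a difference of 0.172 points. In cells with none of the 19 genes it was 0.184% ± 0.0254 against 0.138% ± 0.0111 (two-sided exact permutation p 0.00909). This decides nothing, since myeloid25 was chosen on these samples, negative cells can hold up to 3 of the 19 genes, and cells with none were only 3.66% to 14.0% of the cells of an ENZ-NONE library. A response of a subset, a shift of every cell and free RNA in the droplets cannot be told apart here.

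DNC-NONE replicate 1 had 0.266% of its UMIs from the 19 genes, against 0.0964% to 0.117% in the other 8 libraries outside ENZ-NONE. Cells or RNA mixed in from an ENZ-NONE library would bring the heat shock genes. Hspa1a, Hspa1b and Hsp90aa1 summed to 138 CPM, while an admixture large enough would need at least 316. Barcodes carried over from an ENZ-NONE library are argued against by 2 of 166 positive cells with such a barcode (1.20%, against 0.956% of negative cells). A swap with an ENZ-NONE library would leave one of those low, but their lowest share was 0.590%. Among cells of like depth its share was 0.278%, against 0.102% to 0.123% in those 8 libraries, so UMIs per cell do not account for it. The mitochondrial difference of positive from negative cells was -0.0490 points. A digested library with a wrong label is argued against by the 20 genes called between ENZ-INHIB and DNC-INHIB, a comparison without this library. It lay nearer the DNC-INHIB mean at 18 of them, as DNC-NONE replicates 2 and 3 did at 17 and 18, against 2 or 3 in each ENZ-NONE library. A brain handled differently, or a library from outside these groups, could still produce it, and no biological explanation was tested.

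ENZ-NONE replicate 6 had 1.34% of its UMIs from the 19 genes, and 40.4% of its cells lay in the Fos- and Dusp1-led cluster, against 2.10% and 2.77% in ENZ-NONE replicates 4 and 5, 9.95% in DNC-NONE replicate 1 and 3.01% in ENZ-INHIB replicate 1. That cluster was made without the genes of the activation lists and does not measure the signature. Signature-positive cells were 28.5% and 27.5% in replicates 4 and 5 and 58.1% in replicate 6. A difference in UMIs per cell is argued against by the UMI share of 1.27% in replicate 6 among cells of like depth, against at most 0.624% in replicates 4 and 5. Replicate 6 is the only ENZ-NONE library of batch 2, so batch and animal cannot be told apart for its ratio of 2.19 to the mean of the others. No biological explanation was tested.

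Non-coding transcripts (277 lincRNA and antisense genes) were lower after digestion, whether or not inhibitors were present, a pattern noticed among the called genes. Of the 19 genes called lower in ENZ-INHIB vs DNC-INHIB, 6 were non-coding, and 19 of the 19 were also lower in ENZ-NONE vs DNC-NONE (8 called). In ENZ-INHIB vs DNC-INHIB the list's median log2 fold change was -0.24 (fry adjusted p 0.00177). Between 66.4% and 70.8% of the list was lower in the 4 comparisons of digestion with Dounce, against 48.1% to 49.9% of 9586 coding genes. No such shift appeared in ENZ-NONE vs ENZ-INHIB (0.01, adjusted p 0.571) or DNC-NONE vs DNC-INHIB (-0.04, adjusted p 0.468). Low expression is argued against, since 0 of 10000 random coding lists matched on expression had a median as low. A difference in UMIs per cell as the whole cause is argued against by the medians among cells of like depth (190 genes tested). They were -0.22 in ENZ-INHIB vs DNC-INHIB and -0.16 in ENZ-NONE vs DNC-NONE. The latter was smaller in size than the -0.24 of all kept cells (277 genes). Batch is argued against by medians of -0.24 and -0.23 in these comparisons with batch as a covariate. A response that the inhibitors prevent is argued against by the -0.24 found with inhibitors in both arms. RNA of other brain cells left by the Dounce method cannot be told apart from the rest, since neuron, astrocyte and oligodendrocyte markers were higher by 38.7 CPM in the Dounce libraries (358 ± 37.2 against 319 ± 35.8, SD, n = 6 each; two-sided exact permutation p 0.102). Loss of nuclear or damaged-cell RNA during digestion is a further candidate explanation that was not tested.

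Short-lived transcripts might decay during a long digestion with transcription blocked. The unstable20 list had a median of -0.0906 in ENZ-INHIB vs DNC-INHIB (fry adjusted p 0.822). Its genes went both ways, so the test decides nothing, and decay cannot be told apart from no change.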
